A study of Mus musculus with 3 samples. Its data were reported in "Gene Expression Programs of Mouse Endothelial Cells in Kidney Development and Disease" (2010).

How the data were processed

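Endothelial cells were sorted by green fluorescence from collagenase-treated medulla of adult Tie2-GFP mice. Each of the 3 samples was a pool of 2 kidneys, and the study describes its samples as independent. RNA went through 1 round of NuGEN Ovation Pico amplification, was labelled with biotin and was hybridised to an Affymetrix mouse whole-transcript gene array, which reads 1 colour.

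The deposited values are log2 expression levels per probe set. Per the labels, the authors used Affymetrix Expression Console, and the results text of the study names robust multi-array averaging (RMA) with GeneSpring. RMA corrects background, brings arrays to a common distribution and fits each probe set by median polish. The log2 scale was inferred from the range of the values (3.55 to 14.4), and whether a deposited level has the same scale as the raw level in the study's filter is not given in the sources used here. The quartiles were 6.88 to 9.17, 6.91 to 9.17 and 6.91 to 9.16 in replicates 1, 2 and 3. Probe-level files, other compartments and scan dates were not used here, so background calls per probe and batches could not be examined.

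Of 35557 probe sets, 21789 had 1 gene in the platform annotation, 1621 had several and 12147 were unnamed in it. Names were updated through Entrez identifiers to RefSeq symbols of assembly GRCm38.p6, with 21698 probe sets matched (99.6%) and the rest keeping the platform's name. No coordinates are given, since the build behind the array values was not stated. Each gene was represented by its single-gene probe set with the highest mean, giving 19938 genes. Of these, 999 had several probe sets, which fell on different sides of 100 in 134 genes and of the background limit in 235. Levels of different genes were not ranked against each other, because probes differ in affinity.

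The filter of the study asked for a raw level of at least 100 in 3 samples, and from which groups is not stated. Here 100 units (log2 6.64) were required in all 3 arrays of the group. limma was fitted with an intercept only on the log2 level minus this limit (lmFit and eBayes, two-sided, Benjamini-Hochberg over all genes, threshold 0.05). Because 46.3% of genes had no spread at all over the arrays, the error of those genes is likely understated. The fit was therefore repeated with the prior variance taken from genes with 3 different values, a choice made after seeing the data. The background limit was the 95th percentile of the mean level of sensory receptor probe sets. Gene lists were compared with all other measured genes by two-sided Fisher's exact tests, adjusted over 32 lists. Shifts of 1 array were medians over a list of that array minus the mean of the others, placed among 10000 random lists matched in 20 level bins (seed 1).

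The lists, the limits, the tests and the rule for named genes were fixed before the data were examined. The rule names every member of the medullary and sex lists, the first 4 measured members of every other list, up to 3 members on the other side of the filter from most of their list, and the 10 genes with the largest SD among genes at 100 or more in at least 1 array. Fewer genes are named where a gene stands in several lists. The medullary list joins the study's own list, each symbol once, with Mmp11 and Aplnr from its text. The cortical list leaves out repeated symbols and entries with several genes or only an identifier. Some list members lacked a probe set with 1 gene and were not analysed here.

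The limma step was tested on simulated data for 19938 genes with spreads drawn from genes with 3 different values. Of 200 genes placed at the limit, 1% were called above and 3% below. Of genes placed 0.5, 1 and 2 log2 units above it, 83.5%, 97.5% and 100% were called above. No simulated gene had the zero spread of the 46.3% of real genes with the same value in all arrays. These rates therefore do not describe the calls for such genes, and may not hold for other genes in a fit that includes them. For the list steps, 3.17% of 600 shifts of random lists fell outside percentiles 2.5 to 97.5, and 4.5% of 200 random lists had a Fisher p under 0.05. Random lists are not made of genes that move together, so these rates do not cover co-expressed lists. Alternatives changed the limit (50 and 200 units, the background limit), the rule for several probe sets, the normalization, the eBayes prior, the use of unnamed probe sets, and left out each replicate in turn. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.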

Results

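The Tie2-GFP mouse carries green fluorescent protein under the Tie2 (Tek) promoter, so that endothelial cells can be sorted by fluorescence. RNA of sorted cells from the adult renal medulla was measured on 3 arrays, each from a pool of 2 kidneys of male FVB/N mice. All 3 arrays belong to 1 group and serve as its replicates. The embryonic, glomerular, cortical and diabetic samples of the study were not analysed here, so no fold against another compartment is given. The number of arrays limits the precision. The arrays covered 35557 probe sets, and 19938 genes were represented by a probe set naming 1 gene. The median log2 levels of the arrays over all probe sets differed by at most 0.03.

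Most genes passed a level of 100 units in the medullary endothelial cells. Genes for vessel identity such as Pecam1, the adhesion molecule CD31, and Cdh5, the cadherin of endothelial junctions, passed it in every array, and so did many markers of other cell types. A level of at least 100 units in all 3 arrays was reached by 17019 genes (85.4%), while 2776 were under 100 in every array and 143 were mixed. Raw levels given in these results are deposited log2 levels turned into units. Whether they have the scale of the raw level in the study's filter is not given in the sources used. By limma with Benjamini-Hochberg adjustment, 16852 genes lay above 100, 2723 below it, and 363 could not be told from it, which became 1652 to 1901 when 1 array was left out and 1007 with the prior variance taken from genes with 3 different values. Olfactory, vomeronasal and bitter taste receptor genes, most of them known from sensory cells although some olfactory receptors occur in renal vessels, served as an approximate background: 34.7% of their 1247 probe sets also reached 100 in all arrays, and their 95th percentile was a log2 level of 7.95 (247 units). At this background limit 10942 genes (54.9%) passed in all arrays, and limma called 10474 above and 8261 below. Both limits are therefore given for each gene list, and a gene under the background limit is not shown to be silent.

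Genes that mark endothelial cells in general passed both limits. The raw level of Pecam1 was 5539 (log2 12.44 ± 0.08, SD, n = 3), that of Cdh5 was 6712 (12.71 ± 0.18), that of Tek, the angiopoietin receptor Tie2 itself, was 7108 (12.80 ± 0.19), and that of the VEGF receptor Kdr was 4610 (12.17 ± 0.21). All 24 measured members of this list passed both limits in every array, and limma called all 24 above each limit, over all genes as well as adjusted over the list alone. At 100 the share did not differ from other genes after correction (adjusted p = 0.211, Fisher's exact test, two-sided). At the background limit 54.8% of other genes passed, against 100% of the list (adjusted p = 7.48e-06, Fisher's exact test). Genes are not independent replicates, so these p-values describe the lists and not a population of animals. Each Fisher test was corrected over 32 lists. At 100 no list had a higher share than other genes and 1 had a lower share, with 6 lists at an unadjusted p under 0.05. At the background limit 10 lists were higher and 5 lower. Some lists share genes, such as Kdr in the pan-endothelial and receptor lists and Kap in the cortical and proximal tubule lists. These counts are therefore not counts of separate results. The limma calls above 100 were the same in number over all genes and adjusted over the list alone in every list except the cortical one, with 63 and 62. Above the background limit they differed for the diabetic glomerulus list (10 and 9), antigen presentation (8 and 7) and the thick ascending limb (5 and 4).

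Genes that the study singled out for the medullary compartment also passed both limits. Igf1, insulin-like growth factor 1, had a raw level of 3136 (log2 11.61 ± 0.10, SD, n = 3, adjusted p = 8.2e-05 against 100 by limma). Cd36, a fatty acid transporter, stood at 7402 (12.85 ± 0.25), and Angpt2, an antagonist of Tie2 signaling, at 2159 (11.08 ± 0.18). The apelin receptor Aplnr reached 3533, with a wide spread between arrays (11.79 ± 0.78), and the metalloprotease Tll1 had 1568 (10.62 ± 0.57). The other members were Pde7b (10.27 ± 0.29), Agmo (10.71 ± 0.15), Mmp11 (10.37 ± 0.14), Lepr (11.44 ± 0.06), Enpep (11.73 ± 0.26), Dapk2 (9.99 ± 0.27), Slco1a4 (9.21 ± 0.15) and the noncoding Mir99ahg (9.86 ± 0.42). Sema3d at 10.90 and Klhl4 at 10.11 had the same value in every array. All 15 members passed both limits in all arrays, and limma called all 15 above each, also when adjusted over the list alone. The share exceeded that of other genes at the background limit (adjusted p = 0.00159, Fisher's exact test) but not at 100 (adjusted p = 0.451, Fisher's exact test). The study chose this list on these samples, and genes named only in its text were added to it, so its count is not independent evidence of expression.

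**Figure D1:**
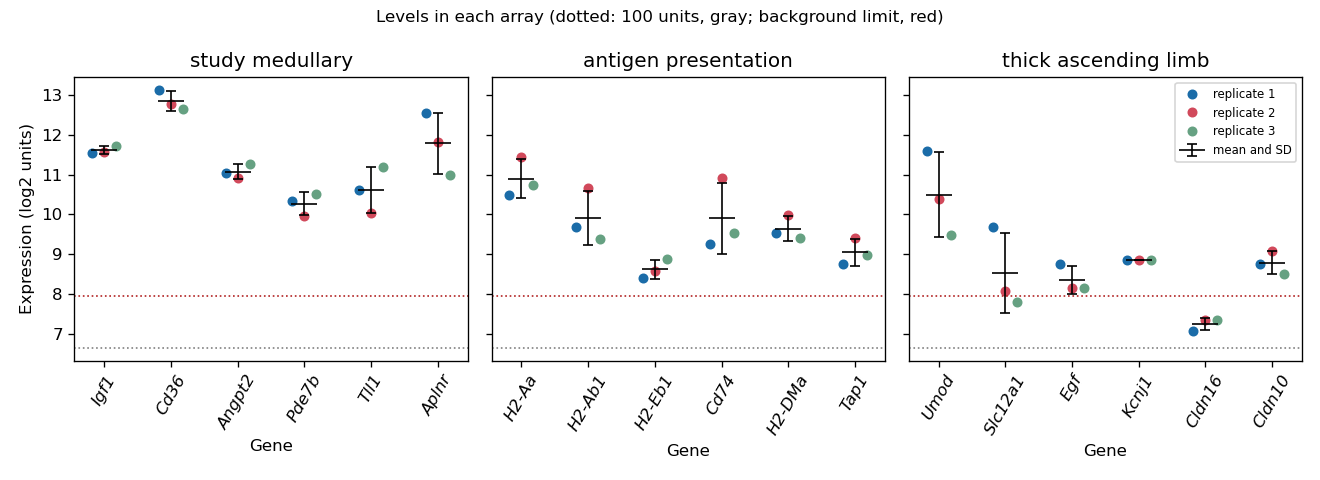
Expression (y axis, log2 units) of 6 genes (x axis) from each of 3 lists, with 1 point per array and the mean and SD over 3 arrays as bars; dotted lines mark 100 units (6.64) and the background limit (7.95). Cd74, H2-Aa and H2-Ab1 were highest in replicate 2, and Umod and Slc12a1 in replicate 1.

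Receptors, transcription factors and guidance molecules of vessels passed the background limit at higher shares than other genes. Among the receptors, Flt1 had a raw level of 7312 (log2 12.84 ± 0.13, SD, n = 3) and Nrp1, the coreceptor of VEGF and semaphorins, 5437 (12.41 ± 0.22). All 30 measured receptors passed 100 and 28 passed the background limit (adjusted p = 6.13e-05, Fisher's exact test). The ETS family factors Erg (11.44 ± 0.10), Fli1 (11.22 ± 0.04), Ets1 (10.28 ± 0.19) and Ets2 (12.16 ± 0.26) were among the transcription factors, of which all 33 passed 100 and 32 the background limit (adjusted p = 1.76e-06, Fisher's exact test). Of the 26 guidance genes, all passed 100 and 22 the background limit (adjusted p = 0.00854, Fisher's exact test). Sema3f was at 10.15 ± 0.13 and Sema3g at 9.09 ± 0.01, while Sema3c, at 6.72 in all arrays, passed only 100. For growth factors no difference from other genes was called. Vegfa (8.78 ± 0.04) and Vegfb (9.28) passed the background limit in all arrays, whereas Vegfc (7.97 ± 0.06) and Pgf (7.71) did not, and Fgf2 at 6.46 was below 100. Of 28 growth factors 27 passed 100 and 18 the background limit (adjusted p = 0.428, Fisher's exact test).

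Markers of the vasa recta, the straight vessels of the medulla, passed the background limit at a higher share than other genes in the descending and arterial list, and no difference was called in the ascending and venous list. For the descending limb, the urea transporter Slc14a1 had a raw level of 3720 (log2 11.86 ± 0.20, SD, n = 3) and the water channel Aqp1 3515 (11.78 ± 0.44). The arterial genes Efnb2 and Gja4 were at 10.90 ± 0.12 and 9.07 ± 0.21. For fenestrated and venous vessels, Plvap, the protein of fenestral diaphragms, had a raw level of 4107, the same in all arrays, with Nr2f2 at a log2 level of 9.91, Ephb4 at 10.43 ± 0.01 and Nrp2 at 10.34 ± 0.20. All 13 descending and arterial genes passed 100 and 12 the background limit (adjusted p = 0.0206, Fisher's exact test), and of 8 ascending and venous genes all passed 100 and 7 the background limit (adjusted p = 0.123, Fisher's exact test). Among lymphatic genes Prox1, the lymphatic master regulator, was at 8.74 ± 0.11 and Flt4 at 9.48 ± 0.23, while Lyve1 (7.96 ± 0.08) and Pdpn (7.96) lay at the background limit and Mmrn1 (6.58) below 100. Of 8 lymphatic genes 7 passed 100 and 6 the background limit (adjusted p = 0.404, Fisher's exact test).

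Junction, caveola and matrix genes passed the background limit at higher shares than other genes, and no difference was called for lipid and coagulation genes. Caveolins Cav1 (log2 10.54 ± 0.16, SD, n = 3) and Cav2 (10.20 ± 0.11) and the claudin Cldn5 (9.84) were among 13 junction and caveola genes, all past 100 and 12 past the background limit (adjusted p = 0.0206, Fisher's exact test). The basement membrane collagens Col4a1 (9.59 ± 0.03) and Col4a2 (9.22 ± 0.17) and the laminins Lama4 (10.94 ± 0.12) and Lamb1 (9.44 ± 0.16) were among 15 matrix genes, all past 100 and 13 past the background limit (adjusted p = 0.036, Fisher's exact test). Fabp4, a fatty acid binding protein, had a raw level of 10449 (13.35 ± 0.02), with Fabp5 at 11.57 ± 0.38 and Gpihbp1, which anchors lipoprotein lipase, at 11.61 ± 0.51. All 11 lipid genes passed 100 and 9 the background limit (adjusted p = 0.183, Fisher's exact test). Thrombomodulin (Thbd, 10.65 ± 0.12), the protein C receptor (Procr, 9.76 ± 0.04) and von Willebrand factor (Vwf, 9.26 ± 0.09) passed both limits, while tissue factor (F3, 7.01) passed only 100 and the complement regulator Cd55 (5.33) neither. Of 10 coagulation and complement genes 9 passed 100 and 7 the background limit (adjusted p = 0.582, Fisher's exact test).

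Hypoxia genes passed the background limit at a higher share than other genes, and no difference was called for osmotic genes. Nfat5, the transcription factor of the hypertonic response, had a raw level of 3443 (log2 11.75 ± 0.14, SD, n = 3), the myo-inositol transporter Slc5a3 had 1855 (10.86 ± 0.18), and the taurine transporter Slc6a6 had 4548 (12.15 ± 0.30). The betaine transporter Slc6a12, at 7.80, did not pass the background limit. Of 9 osmotic genes all passed 100 and 8 the background limit (adjusted p = 0.0794, Fisher's exact test). Hif1a (11.31), Epas1 (12.24 ± 0.13), Arnt (10.02) and Egln1 (9.97 ± 0.06) belonged to 18 hypoxia genes, all past 100 and 16 past the background limit (adjusted p = 0.011, Fisher's exact test). No other compartment was set beside these values, so they give levels and not induction.

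Cell division genes passed the background limit less often than other genes, and no difference was called for immediate early genes. Mki67 at log2 7.39, Ccna2 at 7.14 and Cdk1 at 7.02 ± 0.11 (SD, n = 3) passed 100 but not the background limit, and Top2a (6.01 ± 0.43), Bub1 (5.56) and Cenpe (6.03) did not pass 100 in all arrays. Of 20 division genes 16 passed 100 (adjusted p = 0.759, Fisher's exact test) and 3 the background limit, a lower share than the 54.9% of other genes (adjusted p = 0.0021, Fisher's exact test). Among genes that enzymatic dissociation can induce, Jun had a raw level of 2344 (11.19 ± 0.17), Egr1 590 (9.21 ± 0.20), Atf3 289 (8.18 ± 0.18) and Fos 259 (8.02). All 17 passed 100 and 14 the background limit (adjusted p = 0.0536, Fisher's exact test).

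Of the lists that the study assigned to other compartments, the cortical one passed both limits less often than other genes. Of the glomerular genes, Ehd3 (log2 9.95 ± 0.11, SD, n = 3) and the transcription factor Gata5 (8.40) passed both limits, Sema5a (7.44 ± 0.10) passed only 100, and the sodium channel Scn7a (5.58 ± 0.08) and Gimap3 (5.84) passed neither. Of 11 measured members 9 passed 100 (adjusted p = 0.793, Fisher's exact test) and 3 the background limit (adjusted p = 0.121, Fisher's exact test). The cortical list, which the study attributed to carried-over tubule cells, was written with 107 of its genes, each symbol once and without entries naming several genes. Of the 102 measured, 68 passed 100, against 85.5% of other genes (adjusted p = 5.52e-05, Fisher's exact test), and 21 the background limit (adjusted p = 5.08e-11, Fisher's exact test). Kap (6.76 ± 0.03), Gpx3 (7.33) and Keg1 (7.19) passed only 100, while Spink1 (6.38), Slc22a30 (4.69 ± 0.08), A1cf (5.09) and Aspn (5.20) did not. Both lists were chosen partly on these samples. The screens of the study asked for higher expression in glomerular or cortical cells than in the medullary ones. The shares of these lists are therefore not independent evidence of low expression here. Of 16 genes that the study discussed for diabetic glomeruli, 15 passed 100 (adjusted p = 0.754, Fisher's exact test) and 13 the background limit (adjusted p = 0.0794, Fisher's exact test), among them Esm1 (12.27 ± 0.30), Vcam1 (10.73 ± 0.48), Icam1 (9.36) and Sele (8.31 ± 0.22). Cd55 was under 100, and Fabp7 (7.42 ± 0.03) and Pde4b (7.49), chosen after their values were seen, passed only 100.

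Among tubule lists, proximal tubule genes passed the background limit less often than other genes, while no difference was called for thick ascending limb and collecting duct genes. The Tamm-Horsfall gene Umod of the thick ascending limb had a raw level of 1448 with a wide spread (log2 10.50 ± 1.06, SD, n = 3), and the potassium channel Kcnj1 was at 8.84 in all arrays. Of 8 thick ascending limb genes all passed 100 and 6 the background limit (adjusted p = 0.404, Fisher's exact test). In the collecting duct list Aqp2 (9.54 ± 0.23), Aqp3 (8.55 ± 0.01) and Hsd11b2 (8.25) passed both limits, Atp6v1g3 (7.67 ± 0.27) only 100, and Atp6v0d2 (6.10 ± 0.03) and Scnn1g (6.43) neither. There 12 of 14 passed 100 and 6 the background limit (adjusted p = 0.487, Fisher's exact test). Of 18 proximal tubule genes 13 passed 100 and 3 the background limit (adjusted p = 0.00606, Fisher's exact test). Most of them, such as Kap, Lrp2, Slc34a1, Miox and Cubn, also stand in the cortical list, which was chosen partly on these samples. The low share is therefore not independent evidence of low expression either. Slc34a1 (8.40) passed both, Lrp2 (7.28) and Miox (6.74) only 100, and Cubn (6.30), Spp2 (6.09) and Slc13a1 (5.39) neither.

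Myeloid and lymphocyte genes passed the background limit less often than other genes. The pan-leukocyte gene Ptprc (log2 6.68), Csf1r (7.54), C1qa (7.91) and Lyz2 (7.35 ± 0.25, SD, n = 3) passed only 100, and Adgre1 (6.18) did not. Of 16 myeloid genes 15 passed 100 (adjusted p = 0.754, Fisher's exact test) and 3 the background limit (adjusted p = 0.0131, Fisher's exact test). Of 10 lymphocyte genes 5 passed 100 (adjusted p = 0.117, Fisher's exact test) and 1 the background limit (adjusted p = 0.0188, Fisher's exact test). That gene was Cd3e (8.52), while Nkg7 (7.42) passed only 100 and Cd79a (5.96), Cd3g (6.59), Klrb1c (5.90) and Jchain (5.64) did not. Smooth muscle and pericyte genes such as Acta2 (7.56), Myh11 (7.98 ± 0.05), Pdgfrb (7.56) and Rgs5 (7.72 ± 0.19) passed 100 only, and 6 of 13 in that list passed the background limit (adjusted p = 0.624, Fisher's exact test), among them Itga8 (10.08 ± 0.64), Meis1 (8.96 ± 0.04) and Kcnj8 (8.87), which were chosen after their values were seen. Col1a1 (8.81) and Col3a1 (8.17) passed both limits, Dcn (7.26) and Pdgfra (7.61) only 100, and Dpt (5.87) and Lum (5.92 ± 0.01) neither, with 7 of 9 fibroblast genes past 100 and 3 past the background limit (adjusted p = 0.404, Fisher's exact test). Of 6 podocyte genes all passed 100 and 2, Wt1 (8.11 ± 0.02) and Synpo (8.32 ± 0.14), the background limit, unlike Nphs1 (7.69) and Ptpro (7.13 ± 0.01) (adjusted p = 0.487, Fisher's exact test). Of 6 red cell and platelet genes 5 passed 100 and 3 the background limit (adjusted p = 1, Fisher's exact test), with Alas2 at 8.15 ± 0.04, Slc4a1 at 7.94, Ppbp at 7.12 ± 0.28 and Pf4 at 6.44 ± 0.10. Hemoglobin genes were not measured by a probe set with 1 gene here.

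**Figure D2:**
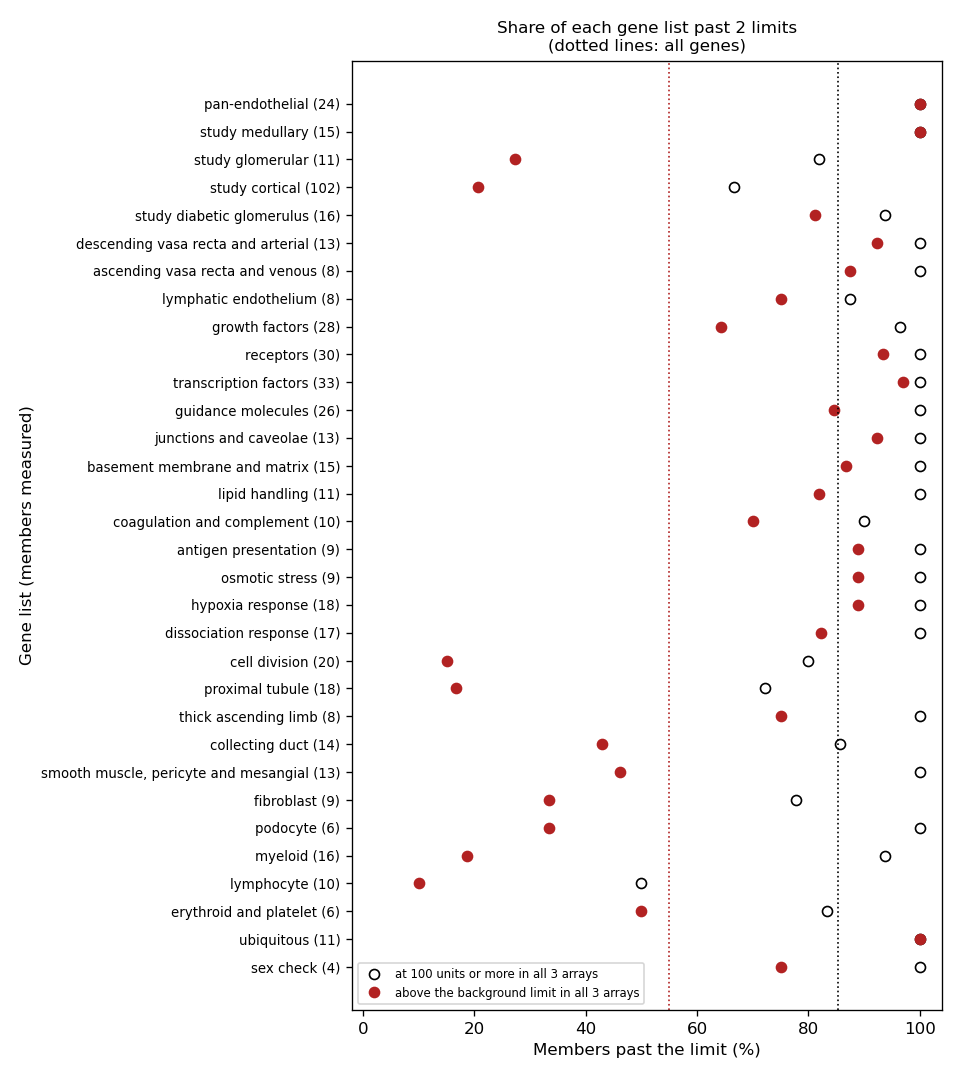
Percent of the measured members of each of 32 gene lists (y axis, number measured in parentheses) at 100 units or more (open circles) and above the background limit (filled circles) in all 3 arrays. Dotted lines give the shares of all genes, 85.4% and 54.9%. The pan-endothelial and medullary lists stand at 100% by both limits, and the proximal tubule list falls from 72.2% to 16.7%. Most proximal tubule genes also stand in the cortical list.

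Ubiquitous genes passed the background limit at a higher share than other genes, and no difference was called for the sex genes. The Y-linked genes Eif2s3y (log2 9.87 ± 0.44, SD, n = 3), Uty (9.50) and Kdm5d (9.67 ± 0.14) passed both limits, while Xist (6.87 ± 0.03), transcribed from the inactive X of females, passed 100 but not the background limit, beside the label male. All 4 sex genes passed 100 and 3 the background limit (adjusted p = 0.652, Fisher's exact test). Actb (13.43 ± 0.14), Rplp0 (12.71 ± 0.16), Eef1a1 (13.57 ± 0.02) and Eef2 (12.17 ± 0.01) were among 11 ubiquitous genes that all passed both limits (adjusted p = 0.00606 at the background limit, Fisher's exact test).

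Of the 32 lists, antigen presentation had the largest median shift of a single array. Cd74, the invariant chain of MHC class II, was at log2 9.27, 10.93 and 9.53 in replicates 1, 2 and 3, H2-Aa at 10.49, 11.45 and 10.75, and H2-Ab1 at 9.69, 10.66 and 9.38, whereas H2-Eb1 (8.62 ± 0.24, SD, n = 3) was highest in replicate 3. In replicate 2 the 9 measured members lay a median of 0.53 above the mean of the other arrays, which placed the list at percentile 100 of 10000 random lists matched on level, and 8 of the 9 were higher there. All 9 passed 100 in every array and 8 the background limit (adjusted p = 0.0794, Fisher's exact test). Among thick ascending limb genes, Umod was at 11.61, 10.40 and 9.49, Slc12a1 at 9.68, 8.07 and 7.81, and Egf at 8.76, 8.16 and 8.16, but Cldn16 was lowest in replicate 1, at 7.07 against 7.34 in both others, and Cldn10 was highest in replicate 2, at 8.76, 9.08 and 8.50. Cldn16 was under the background limit in all arrays. In replicate 1, 3 of the 8 members were higher than the mean of the other arrays, 2 were lower and 3 had the same value in every array. The median shift of that list in replicate 1 was 0.00 (percentile 55.9), while its mean shift was 0.46 (percentile 100 by the mean). In replicate 3 its median shift was -0.15 (percentile 0.07) and its mean shift -0.40 (percentile 0.03 by the mean). The cortical list, which shares Umod, Slc12a1 and Egf with it, had a median shift of 0.00 in each array, and its mean shift was 0.08 in replicate 1 (percentile 100 by the mean) and -0.12 in replicate 3 (percentile 0 by the mean). Several endothelial lists moved by less than antigen presentation. The pan-endothelial list was higher by a median of 0.15 in replicate 1 (percentile 99.8), with 18 of 24 members higher there. Lipid genes were higher by a median of 0.23 in replicate 1 (percentile 99.9), receptors by 0.12 (percentile 99.97), and the medullary list by 0.18 in replicate 3 (percentile 100). Osmotic genes had a median shift of -0.14 in replicate 1 (percentile 0.11), and lymphatic genes of -0.13 in replicate 2 (percentile 0.18). The diabetic glomerulus list had a median shift of 0.00 in replicate 2 and a mean shift of 0.23 (percentile 99.93 by the mean). There 6 of its 16 members were higher, 4 were lower and 6 did not differ. These shifts set 1 array against the mean of the others and have no replicate check.

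Single genes with the largest SD were a mixed set. Gdpd3 was at log2 11.47, 7.59 and 10.82 in replicates 1, 2 and 3 (SD 2.08), 6720489N17Rik at 7.72, 7.99 and 10.90 (SD 1.76), Npn2 at 9.46, 6.23 and 6.98 (SD 1.69), and Cd59a, a complement regulator, at 7.15, 9.98 and 9.71 (SD 1.56). Eola1, Itpripl2, Commd6, Olfr920, BC031361 and Gm10561 followed with SDs of 1.49, 1.48, 1.48, 1.32, 1.28 and 1.27. Across all genes the arrays were close, with Pearson r of 0.991 for each pair across genes and Spearman rho of 0.990, 0.990 and 0.991 for replicates 1 and 2, 1 and 3, and 2 and 3. Genes are not independent replicates. Exactly the same value in all arrays was found for 9230 genes (46.3%), and r without only these genes was not computed. Among the 4781 genes with 3 different values r was 0.968, 0.969 and 0.968, but this set also leaves out genes with 2 different values. The median SD was 0.01 over all genes and 0.16 over those 4781.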

Values the study reported

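The study kept probe sets with a raw expression level of at least 100 in 3 samples. Igf1 was reported as 15 fold and 28 fold higher in medullary than in cortical and glomerular endothelial cells.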

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

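The alternatives were planned except the limma prior from genes with 3 different values, the mean over a list and the correlation over genes with 3 different values, which were chosen after seeing the data. At the background limit the count of genes past it in all arrays was 10942, limma called 10474 above, 8261 below and left 1203 undecided, and 10 lists had a higher and 5 a lower share than other genes. With the changed prior, limma at that limit called 9904 above, 7560 below and left 2474 undecided. A limit of 200 units gave 6566 limma calls below and 947 undecided, 7 lists higher and 4 lower, and a limit of 50 units gave 996 calls below, 137 undecided and 0 lists lower. Here the moved limit itself is the cause. Over all 35557 probe sets, in place of 19938 genes, 27308 (76.8%) passed 100, and limma called 26287 above, 6241 below and left 3029 undecided. The counts rose with the number of features, and the cause of the share below the 85.4% of genes was not tested. The pan-endothelial share of 100% differed from other genes at 200 units (adjusted p = 0.000332, Fisher's exact test) and at the background limit, and so did the medullary share of 100% (adjusted p = 0.00675 at 200 units). The cortical list passed 50 units at 95.1%, no longer below other genes, and the myeloid list, with no difference called at 100, was below other genes at the background limit with 18.8%. Without 1 replicate, 17026 to 17056 genes passed 100 and limma called 15482 to 15704 above and left 1652 to 1901 undecided, with fewer samples in the fit. With the changed prior limma called 16541 above, 2390 below and left 1007 undecided, and the cause was not tested. The thick ascending limb median in replicate 1 was 0.0240 after quantile normalization and 0.0244 after a shift to equal medians, and the cause was not tested. As a mean over the list the shift was 0.46. It averaged shifts of 1.74 (Slc12a1), 1.66 (Umod), 0.61 (Egf), -0.03 (Cldn10) and -0.27 (Cldn16), with 3 members the same in every array. Pearson r for replicates 1 and 2, 1 and 3, and 2 and 3 was 0.985, 0.985 and 0.985 over genes past 100, 0.968, 0.969 and 0.968 over genes with 3 different values, and 0.991 for the first 2 pairs after quantile normalization. Over the alternatives run for them, levels of named genes lost their call against 100 in 41 cases, gained one in 16 and changed side in none, and all but 1 of the losses came from leaving out a replicate. Signal over background limits every count at 100, where 34.7% of sensory receptor probe sets pass.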

Other observations

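Of the tests below, those on the second tubule list and on the interferon gamma list were written before the values of their genes had been looked at one by one, and all others after the values had been seen. Genes named here outside the rule were chosen after their values were seen.

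Cxcl9, Cxcl10 and Ch25h, picked because of their values, were highest in replicate 2, and no list made up of chemokine genes was tested. The interferon gamma and NF-kB lists in the next paragraph hold other chemokine genes. Cxcl9 was at log2 7.63, 9.76 and 8.01 in replicates 1, 2 and 3, Cxcl10 at 8.08, 10.12 and 8.37, and Ch25h, cholesterol 25-hydroxylase, at 8.54, 10.55 and 9.26. Of other chemokine genes, Cxcl11 (7.23, 7.84 and 7.47) and Ccl2 (7.93, 8.10 and 7.97) were also highest in replicate 2, by less. Cxcl1 (8.57, 8.65 and 8.80) and Cxcl2 (6.31, 6.44 and 6.52) were highest in replicate 3, and Cxcl12 was at 7.98 in all arrays. The adhesion molecule Vcam1 was highest in replicate 2, at 11.17 against 10.21 and 10.82.

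The mean shift of antigen presentation genes in replicate 2 was 0.54 as deposited and 0.53 after a shift to equal medians or quantile normalization, but the array medians differed by at most 0.03 beforehand, so this does not test scaling. More leukocytes in that pool remain possible, and whether the sort for green fluorescence removed them was not tested. Of the 4 myeloid and lymphocyte genes above the background limit there, 0% were higher by 0.5 or more. All 4 had the same value in every array, so this decides nothing. Of the 16 myeloid genes 6 were higher in replicate 2, 1 was lower and 9 did not differ, the largest shift of all 26 leukocyte genes was 0.42, and a list of 9 dendritic cell genes had a mean shift of -0.01. A response to interferon gamma stays open. Of 12 target genes outside the lists fixed beforehand, 9 were higher in replicate 2, with a mean shift of 0.155 (percentile 98.3). That shift lay between the bounds set for and against such a response. Without Iigp1 (10.55, 11.46 and 10.75) the mean shift was 0.095. Irf1 was lowest in replicate 2 (9.35, 9.17 and 9.35). The type I interferon and NF-kB lists had mean shifts of 0.01 and -0.01. The design has 1 group and names no biological difference between the pools, so no biological explanation was tested by it.

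Umod, Slc12a1 and Egf were highest in replicate 1, while Cldn16 was lowest there (7.07) and Cldn10 was highest in replicate 2 (9.08). Of these, Cldn16 was under the background limit in all arrays. The difference of Umod in replicate 1 from the other arrays was 1.66 as deposited and 1.69 after the shift to equal medians, which does not test scaling either. More carried-over tubule cells in replicate 1 stay open. The study attributed its cortical list to such cells, so the sort for green fluorescence need not remove them all. On 11 tubule genes of a second list above background in at least 1 array, the mean shift of replicate 1 was 0.097 ± 0.040 (SE over genes). This was below the value set for carry-over and not clearly under the bound set against it. The mean shift of these genes was 0.16 in replicate 2 and -0.26 in replicate 3. Of the 7 that differed between arrays, all were lowest in replicate 3, 5 were highest in replicate 1 and 4 in replicate 2, alone or tied. The cortical list, whose summary had been seen, holds 2 of the 11, Defb1 and Kng2. The other 9 had mean shifts of 0.08 ± 0.04, 0.06 and -0.14 in replicates 1, 2 and 3. The 97 cortical genes outside the thick ascending limb and second tubule lists had 0.04 (percentile 99.6), 0.04 (percentile 99.3) and -0.07 (percentile 0). Collecting duct genes had mean shifts of 0.02, 0.10 and -0.12 (percentile 1.28 in replicate 3). Proximal tubule genes had -0.006, 0.003 and 0.003, but 16 of the 18 had the same value in every array, so that list decides little. In replicate 3 all 14 measured genes of the second list had a mean shift of -0.20 (percentile 0.04), and thick ascending limb genes -0.40 (percentile 0.03). Lipid genes were also lower there (-0.20, percentile 2.3). Whether replicate 3 held fewer tubule cells was not tested.

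The 9230 genes with the same value in all arrays may stem from median polish over only 3 arrays. Simulated probe sets gave the same value in at least 69.7% of cases with no true difference, but in at most 42.9% at a true SD of 0.1 and 2.8% at 0.6, and in the data the share fell from 65.1% at log2 levels of 6 to 7 to 8.27% above 12. One array deposited more than once would need a pair with nearly all values the same, and the highest pair had 58.2%. A common floor would give few different numbers, but the different values amounted to 53.7% of the tied genes. An SD of 0 therefore likely understates the spread of such genes, although a tie is rarer where the true spread is large.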
